A study of Mus musculus with 4 samples. Its data were reported in "Spatiotemporal dynamics of macrophage heterogeneity and a potential function of Trem2hi macrophages in infarcted hearts" (2022).

How the data were processed

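The study processed each section with Space Ranger 1.0.0 on the mm10 genome, and the deposited UMI count matrices of the authors were used here as whole-number counts without realignment. Each matrix held 31053 features and the spots that the upstream software placed under tissue. Of these features 30934 were found by identifier in the GENCODE vM21 annotation, which gave gene coordinates on GRCm38. The reads, tissue images and spot positions were not used here, and no cell type deconvolution or doublet caller was run. All steps ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Seurat 5.3.0 and sctransform 0.4.2, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

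The samples, comparisons, gene lists, thresholds and alternatives were fixed before the data were examined, and later additions are kept in a separate table. No spot was removed for depth or mitochondrial share. Levels were summed UMIs per 1e6 non-mitochondrial UMIs, so the mitochondrially encoded genes entered no denominator and no test. Intervals of levels and ratios were exact Poisson or binomial 95% intervals.

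For each spot the share of non-mitochondrial UMIs on 13 cardiomyocyte genes was divided by the section's 75th percentile of that share. Spots below 0.5 were called myocyte-poor, spots at 0.75 or more myocyte-rich, and the others intermediate. Counts were then summed per section and zone. The zone test was the edgeR quasi-likelihood test on 8 sums with section as a block, after TMM scaling and filterByExpr. The slope test fitted a line in day to the 4 myocyte-poor sums. The test of zone by day used the 8 sums with section as a block. The 13 zone genes were left out. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Standard errors are those of the fitted log2 coefficients.

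Lists with at least 3 tested members were tested with fry and with camera, the latter with a preset correlation of 0.01 and with an estimated one, and p values were adjusted over the lists. Between days each list's median log2 ratio was ranked among 10000 random lists matched on expression in 20 bins, with 1 CPM added, as a description. Trem2 was also divided by the summed UMIs of the general macrophage list. For shares of spots, each spot was thinned to 2000 non-mitochondrial UMIs. Clusters came from SCTransform, 15 principal components and resolution 0.8, each section alone.

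Named genes were chosen by a rule. In the zone test they were the 10 largest log2 values in each direction among genes past the threshold, with the same sign in all 4 sections and at least 50 CPM in the higher zone. In the slope and zone by day tests they were the 8 largest in each direction with at least 50 CPM in a myocyte-poor sum. For day peaks they were, per day, the 5 genes of at least 50 CPM with the largest ratio to the highest other day. Ribosomal protein, predicted and mitochondrial genes were left out. Of each list the members with the highest CPM and those that the study's text names could be given, and Clec4e, Hmox1, Trem2 and Lyve1 were given in any case.

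The tests were checked on simulated data with effects planted in 200 well-counted genes, evenly in both directions. The zone test recovered 75% of planted log2 differences of 1 and 99% of those of 2, with 29 false calls among 13063 genes. The slope test recovered 4% of slopes of 0.25 and 69% of slopes of 0.5 per day, with 12 false calls among 11740. The zone by day test recovered 32 and 96% of the same slopes, with 10 false calls among 13063. The simulated sums held few changed genes and no differences between sections beyond random dispersion. These rates therefore do not cover errors from scaling when many genes change, or from single hearts.

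Alternatives covered the tool, scaling, filter, mitochondrial genes, zone limits, zones from clusters, splitting the counts, depth, thinning of the sums, the block and each section left out in turn. Labels were also reassigned over all 35 splits of the 8 sums, all 8 swaps within sections and the 12 distinct orders of the days.

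Coordinates on GRCm38 of some named genes follow. Cxcl3 lies on chromosome 5 at 90786103–90789600, plus strand. Spp1 lies on chromosome 5 at 104435118–104441050. Eln lies on chromosome 5 at 134702593–134747323, minus strand. Trem2 lies on chromosome 17 at 48346401–48354147, plus strand. Hspa1a lies on chromosome 17 at 34969190–34972156, minus strand. Clec4e lies on chromosome 6 at 123281789–123289870, minus strand. Lyve1 lies on chromosome 7 at 110850607–110863239, minus strand. On chromosome 8 Hmox1 lies at 75093621–75100589, plus strand, Comp at 70373558–70382066, plus strand, and Ces1d at 93166068–93197838, minus strand. All are annotated as protein coding. Hspa1a and Hspa1b, Hba-a1 and Hba-a2, and the stefin family of Stfa2l1 are close copies, so their UMIs may be divided between paralogs in part arbitrarily.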

Results

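4 mouse hearts were sectioned after myocardial infarction, 1 heart each at days 1, 3, 5 and 7, and no section of an uninjured heart was used here. Transcripts were captured on a grid of spots, each wider than a cell, and counted with unique molecular identifiers (UMIs). The 4 sections held 1813, 1910, 1691 and 1981 spots under tissue and 29796704, 37914374, 44929430 and 37993210 UMIs, with medians of 18145, 21079, 26979 and 18757 UMIs per spot. Mitochondrially encoded transcripts made up 57.7, 45.1, 47.5 and 44.6% of UMIs. Levels are therefore given as CPM, counts per 1e6 non-mitochondrial UMIs. Bracketed ranges are 95% intervals for counting error alone, because 1 heart per day gives no estimate of the spread between animals. The sections were also permeabilised for different times, so day, heart and permeabilisation cannot be told apart in any level compared between days.

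Spots were divided by how much of their RNA came from 13 contractile genes of heart muscle. Myocyte-poor spots numbered 302, 452, 142 and 380 at days 1, 3, 5 and 7 (16.7, 23.7, 8.40 and 19.2% of each section), and myocyte-rich spots numbered 1195, 1343, 1389 and 1485. The remaining 316, 115, 160 and 116 spots were intermediate. At day 1 the myocyte-poor spots were shallow, with a median of 4470 UMIs against 19563 in the myocyte-rich spots. The medians at days 3, 5 and 7 were 11544, 22953.5 and 13047.5 UMIs. Mitochondrial transcripts were 55.4% of the UMIs in myocyte-poor spots at day 1 and 18.0, 17.7 and 9.66% at later days. In myocyte-rich spots they stayed between 51.0 and 58.3%. The limit was least sharp at day 1, where 197 spots (10.9%) lay near it, against 80, 82 and 92 spots at the other days.

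Genes of inflammation were among those with the largest excess in myocyte-poor spots. Among 13263 genes tested in the 4 hearts, 3458 were higher and 3494 were lower in myocyte-poor than in myocyte-rich spots. Among genes with the same sign in 4 of 4 sections and at least 50 CPM in the higher zone, the largest rise was that of Cxcl3, a chemokine that draws neutrophils (log2 6.03 ± 0.40, adjusted p = 3.3e-05, n = 4 hearts). By the same rule next came 2 brakes on interleukin 1, the receptor antagonist Il1rn (4.68 ± 0.37) and the decoy receptor Il1r2 (4.64 ± 0.46), together with the cytokine they restrain, Il1b (4.38 ± 0.37). The macrophage elastase Mmp12 (4.58 ± 0.25), the gelatinase Mmp9 of neutrophils (4.41 ± 0.32), the arginine-degrading enzyme Arg1 (4.34 ± 0.43) and the granulocyte alarmin S100a8 (4.31 ± 0.39) followed. Slfn1, a growth-regulating gene of leukocytes, stood at 4.31 ± 0.43, and Spp1, the secreted phosphoprotein osteopontin, at 4.29 ± 0.25. All 10 had the same sign in 4 of 4 sections.

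Genes of working heart muscle fell in the same comparison. Ces1d, a lipid-cleaving carboxylesterase, was lowest (log2 −4.22 ± 0.29, adjusted p = 3.5e-05), followed by the cardiac myosin light chain kinase Mylk4 (−3.69 ± 0.23) and the membrane carbonic anhydrase Car14 (−3.58 ± 0.29). The potassium channel subunit Kcnip2 (−3.45 ± 0.27), the cardiac developmental regulator Hopx (−3.43 ± 0.30), the hydroxybutyrate-oxidising enzyme Adhfe1 (−3.40 ± 0.36) and Fndc5, precursor of irisin (−3.37 ± 0.24), came next. The lipid droplet protein Plin5 (−3.35 ± 0.21), the leucine-rich repeat gene Lrtm1 (−3.33 ± 0.20) and the little-studied Abhd18 (−3.28 ± 0.20) completed the set. These falls follow in part from how the zones were set, although the 13 zone genes themselves were left out of the test.

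**Figure D1:**
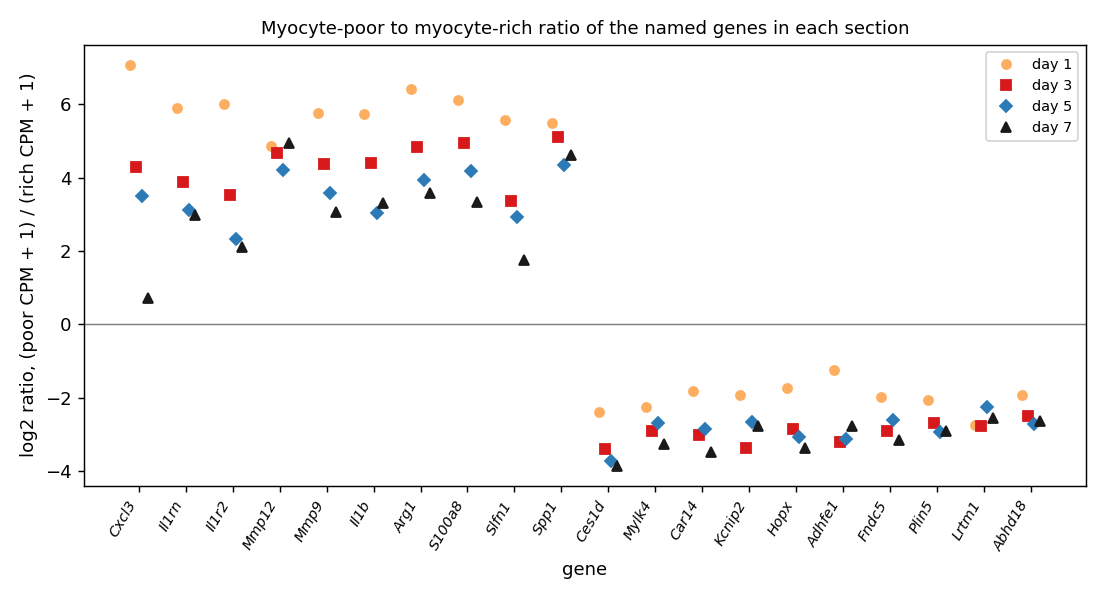
Log2 ratio of CPM between myocyte-poor and myocyte-rich spots of the same section, with 1 CPM added to each, for 20 named genes. Each symbol is 1 heart at another day, so the spread of symbols mixes day with heart, and no other error is shown. Cxcl3 carried the largest fitted difference (log2 6.03). Its ratio was far lower at day 7 than at day 1, although this change did not pass the zone by day test.

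Scaling moved the whole set of genes. The median gene stood at log2 0.06 with TMM scaling and at 0.69 with library totals alone, and the counts then became 7022 higher and 1825 lower. A different tool, DESeq2, gave 3309 and 3209 genes. Without the day 5 section the higher genes numbered 2269, and without day 3 they numbered 2682.

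Every tested immune list leaned toward the myocyte-poor spots except the resident macrophage and mast cell lists. Many members are the study's own choice of markers, taken from its single-cell data, which are other libraries than these sections. Of 12 neutrophil genes 11 were higher and 1 did not pass (median log2 4.27, rotation test adjusted p = 0.0221), led by S100a9 (4.22 ± 0.43), S100a8, the gelatinase Mmp9 and the chemokine receptor Cxcr2 (6.17 ± 0.55). The lipocalin Lcn2 was the one that did not pass (−0.20). All 7 early macrophage genes were higher (median 3.64, adjusted p = 0.00754), among them the monocyte receptor Ccr2 (3.14 ± 0.23), the surface marker Ly6c2 (3.85 ± 0.26) and the chitinase-like protein Chil3 (3.75). All 15 general macrophage genes were higher (median 2.10, adjusted p = 0.00569), with the lysozyme Lyz2 at 2.44 ± 0.18 and Cd68 at 2.67. All 8 late macrophage genes were higher (median 1.79, adjusted p = 0.0257), and 4 were higher without the day 5 section. Among them were Spp1, the glycoprotein Gpnmb (4.19 ± 0.25), the fatty acid carrier Fabp5 (0.99 ± 0.33) and the lipid carrier Apoe (1.74 ± 0.45). Adjusting over each of these lists alone left the counts the same. The calls of the correlation-based test did not hold once the correlation was estimated (adjusted p = 0.307 for neutrophil genes and 0.237 for early, general and late macrophage genes).

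Cytokine and antigen-presentation genes lay on the same side. Of 10 tested proinflammatory genes 9 were higher and 1 did not pass (median log2 3.87, adjusted p = 0.0104, or 0.28 with an estimated correlation), including Il6 (4.85 ± 0.46) and Il1b. All 7 class II genes, which present peptides to helper T cells, were higher (median 1.97, adjusted p = 0.00569, or 0.237 with an estimated correlation), with Cd74 at 1.999 ± 0.20, H2-Aa at 1.85 and H2-Ab1 at 1.97. Of 11 interferon-response genes 10 were higher (median 1.61, adjusted p = 0.00832, or 0.245 with an estimated correlation), with Isg15 at 2.14 ± 0.20, Irf7 at 1.98 and Bst2 at 1.30. Of 7 tested anti-inflammatory genes 6 were higher (median 1.38, adjusted p = 0.0103, or 0.237 with an estimated correlation), and the growth-arrest ligand Gas6 was not (0.02). The 3 markers of the Siglecf neutrophil state were all higher (median 1.91, adjusted p = 0.00832, or 0.275 with an estimated correlation), with Icam1 at 1.56, Tnf at 1.91 and Siglecf at 3.70. The adaptors Tyrobp and Hcst and the proteases Adam10 and Adam17, listed here as partners of Trem2, were all higher, with Tyrobp at 2.64 ± 0.23. Of 11 lysosomal genes 9 were higher, led by the galectin Lgals3 (3.63 ± 0.17), while the protease Ctsd did not pass (0.36). Among 6 transient macrophage genes 3 were higher, namely Fn1 (3.60 ± 0.19), Hmox1 and Saa3 (2.46), while the antioxidant genes Prdx1 (−0.16) and Gclm (0.21) and the leukotriene synthase Ltc4s (0.04) did not pass. The partner, lysosomal and transient macrophage lists each gave adjusted p = 0.237 with an estimated correlation.

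Resident macrophage genes gave a mixed picture. Of 7 genes 4 were lower in myocyte-poor spots, namely Cbr2 (log2 −1.33), the scavenger receptor Cd163 (−1.67), the lectin Mgl2 (−1.31) and Timd4 (−2.18), while Lyve1, Folr2 (0.06) and F13a1 (0.51) did not pass. The median was −1.31 and the rotation test in 1 direction gave adjusted p = 0.0729. The summed level of the list was 2.58 (2.18–3.03), 1.70, 1.14 and 0.741 times that of myocyte-rich spots at days 1, 3, 5 and 7. F13a1 dominated the sum at day 1. The sum uses library totals, on which the median of all tested genes was 1.21, 1.59, 1.45 and 1.53 times its myocyte-rich level. The sum was below its myocyte-rich level only at day 7, and below the median gene at days 5 and 7. With library totals alone the list's median log2 was −0.66, with 3 genes lower and 1 higher. Without the day 5 section 2 of 6 were lower.

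Matrix and wound fibroblast genes were higher in myocyte-poor spots. All 13 myofibroblast genes were higher (median log2 2.81, adjusted p = 0.0135, or 0.237 with an estimated correlation), including periostin Postn (3.05 ± 0.26), the collagen triple helix gene Cthrc1 (4.06 ± 0.24), tenascin Tnc (3.77 ± 0.16), the collagen cross-linker Lox (3.30) and smooth muscle actin Acta2 (1.39). Of 13 extracellular matrix genes 10 were higher and 3 did not pass (12 when adjusted over the list alone, median 1.86, adjusted p = 0.0729, or 0.546 with an estimated correlation), with Col3a1 at 2.21 ± 0.47, Col1a2 at 2.67 ± 0.62 and Sparc at 1.78. Of 11 fibroblast genes 5 were higher, 2 lower and 4 did not pass (6 and 2 when adjusted over the list alone, median 0.92, adjusted p = 0.18). Col1a1 was higher (2.72 ± 0.58) and the proteoglycan Dcn did not pass (0.29). Without the day 3 or the day 5 section no fibroblast gene was lower. With library totals alone 8 fibroblast genes were higher and 0 lower (median 1.55). All 4 tested matrifibrocyte genes were higher (median 3.24, adjusted p = 0.18), but 2 were higher without day 5 and 1 without day 7. Of 14 proliferation genes 9 were higher, 1 lower and 4 did not pass (11 and 1 when adjusted over the list alone, median 1.5003, adjusted p = 0.236), and leaving out day 1, 3, 5 or 7 gave 11, 3, 3 and 13 higher genes. Birc5, a mitotic survival gene, stood at 1.62 and Top2a at 1.44.

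Contractile, fatty acid oxidation and oxidative phosphorylation genes were lower. The zones were set in these same counts by a low share of cardiomyocyte genes. Lower levels of other genes rich in heart muscle were thus largely built in, and their p values are not independent evidence. All 16 other cardiomyocyte genes were lower (median log2 −2.73, adjusted p = 0.00569, or 0.237 with an estimated correlation), with the light chain Myl2 at −2.96 ± 0.30, the fatty acid carrier Fabp3 at −3.14 ± 0.24 and mitochondrial creatine kinase Ckmt2 at −2.91. All 11 tested fatty acid oxidation genes (median −2.62, adjusted p = 0.00587, or 0.245 with an estimated correlation) and all 11 nuclear oxidative phosphorylation genes (median −2.44, adjusted p = 0.00754, or 0.275 with an estimated correlation) were lower, for example Hadha (−2.53 ± 0.19), Cox8b (−2.96 ± 0.28) and Cox4i1 (−2.21). The same counts held with library totals alone. Myocyte stress genes did not follow: 2 of 11 were lower and 9 did not pass (1 when adjusted over the list alone, median −0.19, adjusted p = 0.321), and Nppa (0.89), Nppb (−0.19) and Ankrd1 (−0.18) were among those that did not. Without the day 1 section 2 of them were higher and 3 lower. With library totals alone the stress median was 0.43, with 3 genes higher and 1 lower.

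The remaining lists cover vessels, lymphocytes, dendritic cells and stress responses. Of 11 endothelial genes 4 were lower and 7 did not pass (median log2 −0.40, adjusted p = 0.0486), with Fabp4 at −1.33 and the water channel Aqp1 at −1.71 while Pecam1 (0.20) and Cdh5 (0.01) did not pass, and with library totals alone the endothelial median was 0.23, the opposite sign. Of 10 mural genes 3 were higher and 2 lower (median 0.44, adjusted p = 0.508). With library totals alone 6 mural genes were higher and 0 lower (median 1.07). Of 4 tested B cell genes 2 were higher (3 when adjusted over the list alone, median 1.12, adjusted p = 0.0486), with Ighm at 0.75 ± 0.20, and leaving out day 1, 3, 5 or 7 gave 2, 1, 0 and 3 higher genes (of 3 tested in the last). Of 5 tested T cell genes 3 were higher (4 when adjusted over the list alone, median 1.60, adjusted p = 0.0257). With an estimated correlation the adjusted p was 0.626 for the endothelial, 0.512 for the B cell and 0.465 for the T cell list, and the preset correlation had given no call for these 3 lists either. All 5 tested dendritic genes were higher (median 2.61, adjusted p = 0.00832, or 0.237 with an estimated correlation), including Cd209a (2.61) and the migration receptor Ccr7 (3.49). Of 10 immediate early and heat shock genes 8 were higher (9 when adjusted over the list alone, median 1.90, adjusted p = 0.0275, or 0.465 with an estimated correlation), with Fos at 2.77 and Jun at 1.01. Of 12 glycolysis and hypoxia genes 2 were higher and 5 lower (median −0.57, adjusted p = 0.333), and 8 were lower without day 1. Vegfa stood at −1.48, Aldoa at −1.43 and Ldha at −0.85 among the lower genes and Eno1 at 1.36 among the higher. With library totals alone the glycolysis median was 0.06. The mast cell list had 1 of 4 tested genes lower, the tryptase Tpsb2 (−2.32), and 0 when adjusted over the list alone.

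Neutrophil genes dominated day 1 and were nearly gone by day 5. In myocyte-poor spots the list summed to 9897 CPM (9677–10121) at day 1, 1562 (1527–1597) at day 3, 196 (179–214) at day 5 and 153 (142–165) at day 7. The day 1 level was 64.7 times (59.9–70.0) the day 7 level, and all 12 members were more than 2-fold higher. S100a8 stood at 3719, 666, 63.6 and 40.6 CPM. Myocyte-rich spots held 484.8, 88.8, 14.9 and 22.9 CPM of the list. The early macrophage list followed the same order, at 876 (812–945), 361, 252 and 115 CPM in myocyte-poor spots, and so did the proinflammatory list, at 2936 (2817–3059), 934, 249 and 164 CPM. With 1 heart per day no 2 days could be tested against each other. With all UMIs as the denominator the neutrophil ratio was 31.9, because mitochondrial transcripts were so much more abundant in day 1 myocyte-poor spots, and in all spots it was 25.6.

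Macrophage genes stood higher at the later days, although no general or late macrophage gene rose at the threshold in the slope test. In myocyte-poor spots the general list stood at 3008 CPM (2888–3133) at day 1, 7979 (7901–8058) at day 3, 9035 (8919–9152) at day 5 and 6493 at day 7, which made day 5 3.00 times (2.88–3.14) day 1, or 5.54 times with all UMIs as the denominator. The median member was above 99.99% of expression-matched random lists. The member with the most UMIs was lysozyme Lyz2 (1385, 4164, 4673 and 2786 CPM), and the complement genes had the larger ratios. C1qa was 78.5, 591, 756 and 747 CPM, and C1qb was 86.2, 878, 954 and 1076 CPM. Late macrophage genes stood at 1728 (1637–1823), 7516, 6947 and 8834 (8749–8921) CPM, a day 7 to day 1 ratio of 5.11 (4.84–5.402), or 10.3 with all UMIs. Much of that ratio was Apoe, at 408, 2148, 4629 and 6486 CPM, and without it the late list gave 1.78. Spp1 peaked at day 3 with 3369.7 CPM against 1035, 668 and 738 at days 1, 5 and 7. Class II genes stood at 888, 999.8, 1748 and 2043 CPM. Resident macrophage genes were 230.3 CPM (198–267) at day 1 and 77.3 (69.5–85.7) at day 7 in myocyte-poor spots and between 87.6 and 111 CPM in myocyte-rich spots.

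**Figure D2:**
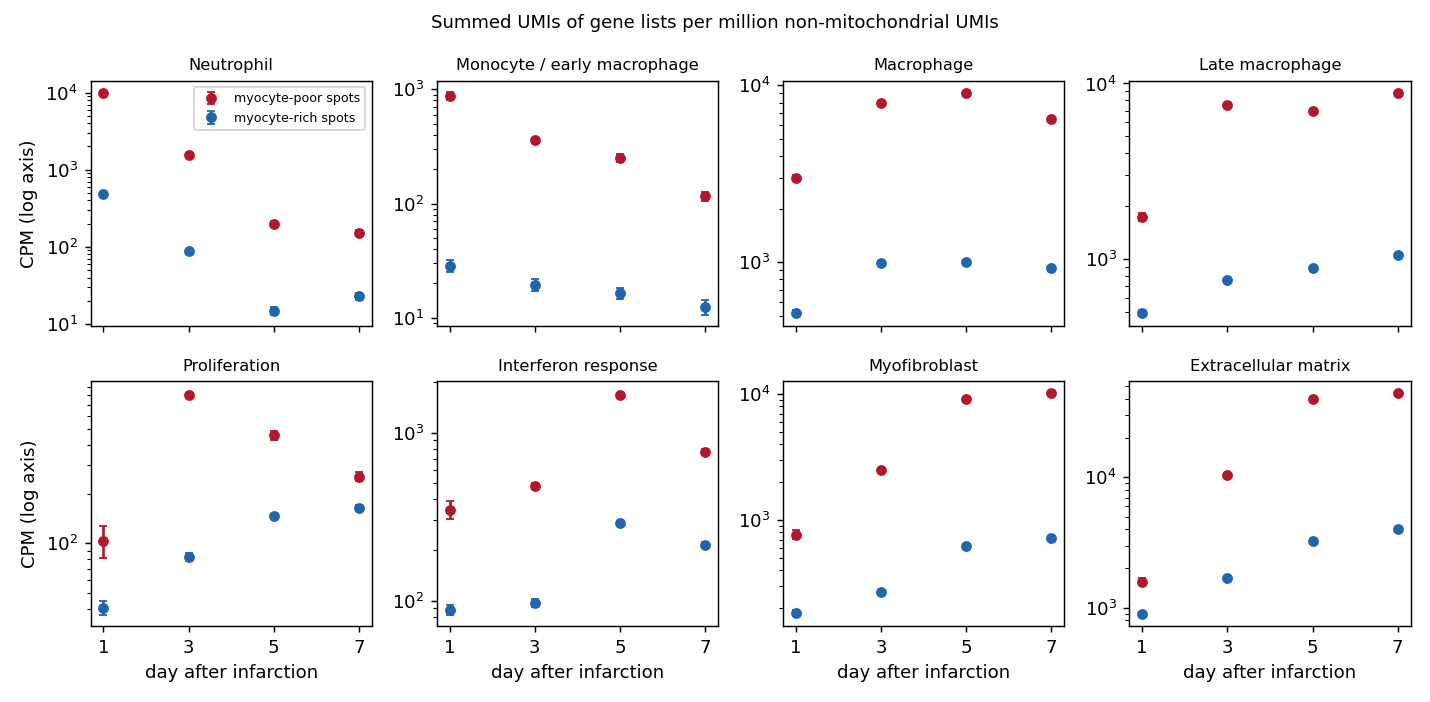
Summed CPM of 8 gene lists by day after infarction in myocyte-poor (red) and myocyte-rich (blue) spots on a log axis; bars are 95% intervals for counting error in 1 heart per day. In myocyte-poor spots neutrophil genes were 9897 CPM at day 1 and 153 at day 7, while extracellular matrix genes were 1589 and 44521.

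Matrix genes were higher at each later day. The extracellular matrix list stood at 1589 CPM (1502–1680.2), 10473, 39704 and 44521 (44328–44714) in myocyte-poor spots, a day 7 to day 1 ratio of 28.0 (26.5–29.7), or 56.7 with all UMIs as the denominator. In myocyte-rich spots it was 897, 1694, 3266 and 3985 CPM. Col3a1 went from 214 to 14563 CPM and Col1a2 from 72.1 to 8023. Myofibroblast genes stood at 764, 2519, 9167 and 10224 CPM and fibroblast genes at 1769, 3178, 14470.5 and 15050.4 CPM. The matrifibrocyte list came last, at 33.5, 32.2, 267 and 1204 CPM. In all spots, rather than the myocyte-poor ones alone, the matrix ratio was 12.97.

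Proliferation genes were highest at day 3 and interferon-response genes at day 5. Proliferation stood at 103 CPM (81.6–128), 807 (782–832), 456 (429.8–482) and 256 (241–271) in myocyte-poor spots. Interferon-response genes stood at 346 (306–390.1), 482, 1683 (1633–1734) and 771 (746–797) CPM there, and at 87.7, 96.9, 291 and 215 CPM in myocyte-rich spots. The day 5 to day 1 ratio was 4.86 (4.30–5.52), or 8.97 with all UMIs as the denominator, with Bst2 at 449.7 against 59.2 CPM and Isg15 at 292 against 68.2.

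Trem2, a lipid-sensing receptor of macrophages, was scarce at day 1, and its CPM was similar at the 3 later days. It was higher in myocyte-poor spots (log2 3.22 ± 0.19, adjusted p = 3.0e-05, n = 4 hearts), at 14.2 CPM (7.07–25.3, 11 UMIs), 168 (157–179), 171 (155–188) and 154 (143–166). After thinning to 2000 UMIs, 2.11, 26.0, 23.9 and 28.5% of myocyte-poor spots held a Trem2 UMI, and 160, 29, 0 and 1 shallower spots were left out. Per 100 UMIs of the general macrophage list Trem2 gave 0.470 (0.235–0.843), 2.10 (1.96–2.25), 1.89 (1.72–2.08) and 2.38 (2.20–2.56), so that day 7 was 5.05 times (2.81–10.2) day 1. The answer depended on the yardstick, since the ratio was 11.98 per Cd68 UMI, 7.79 per Csf1r UMI and 1.01 per C1qa, C1qb and C1qc UMI. The day 1 value per 100 C1q UMIs rested on 11 Trem2 UMIs (6.29, 3.08–11.5), and over all spots the C1q measure was 1.91 (1.39–2.58) at day 1 and 5.08 (4.75–5.42) at day 7. Neutrophil genes were at their highest at day 1, and which cells carried the UMIs of the general list was not tested. Its day 1 sum may therefore not stand for macrophages alone. From day 3 to day 7 Trem2 per 100 Cd68 UMIs went up (49.6, 86.4 and 148) and per 100 Csf1r UMIs went down (137, 82.3 and 75.2). Gpnmb tracked Trem2, at 0.214, 2.09, 1.89 and 2.12 per 100 macrophage UMIs.

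Clec4e, Hmox1 and Lyve1 each had another course. Clec4e, a sensor of dead cells, was higher in myocyte-poor spots (3.64 ± 0.35, adjusted p = 7.0e-05) and stood at 57.9 CPM (42.2–77.5), 14.99, 5.47 and 9.77. Hmox1, which breaks down heme, was also higher (3.45 ± 0.25, adjusted p = 3.7e-05), with its highest level at day 3 (349, 567, 135 and 101 CPM). Lyve1, a marker of resident macrophages and of lymphatic vessels, did not pass (−0.54 ± 0.26, adjusted p = 0.1). Its levels were 11.6 (5.30–22.0), 7.79, 6.64 and 13.2 CPM in myocyte-poor and 7.60, 9.81, 7.64 and 9.62 CPM in myocyte-rich spots.

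**Figure D3:**
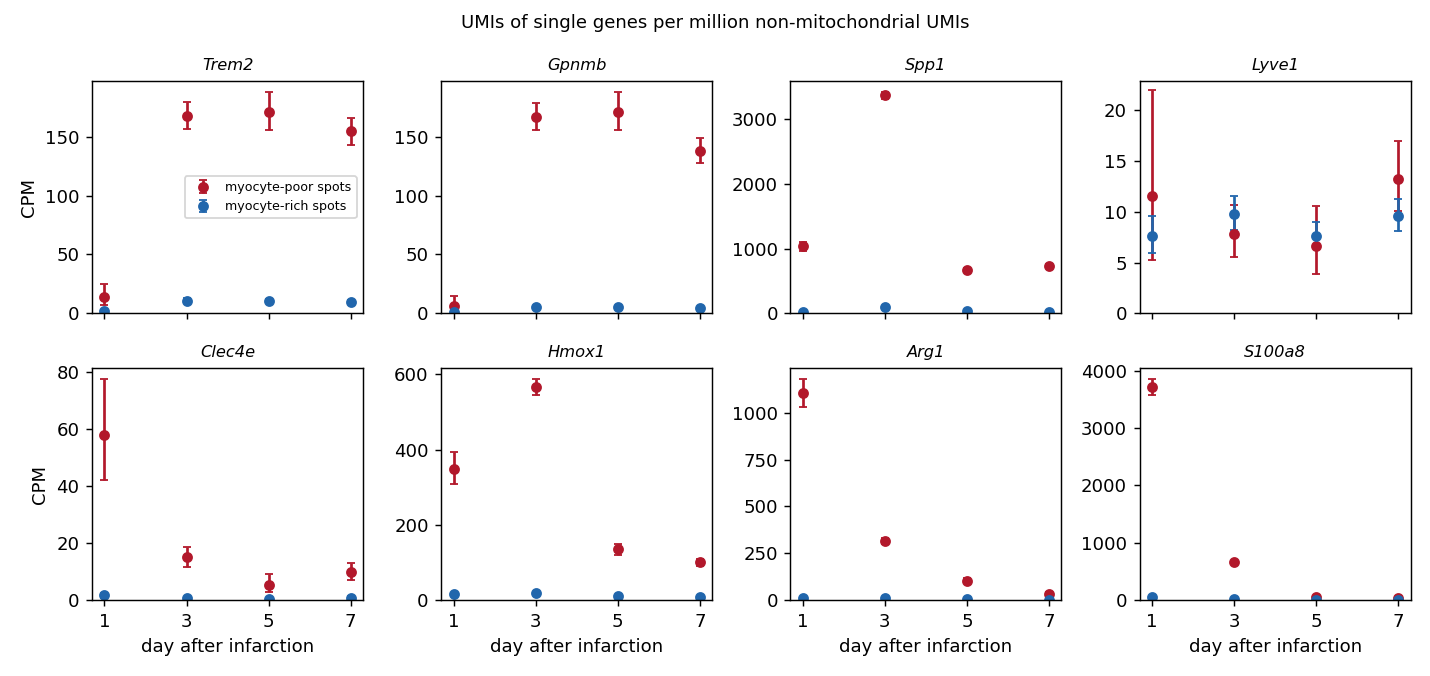
CPM of 8 single genes by day after infarction in myocyte-poor (red) and myocyte-rich (blue) spots; bars are 95% intervals for counting error in 1 heart per day. Trem2 was 14.2 CPM at day 1 and between 154 and 171 at the later days, whereas the Lyve1 intervals of both zones overlapped at every day.

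Each day had its own peak genes in myocyte-poor spots, given here against the highest of the other 3 days. Day 1 was led by Rab44, a granule trafficking gene (97.8 CPM, 122 times the next day, 45.9–461), by the inducible heat shock genes Hspa1a (1327 CPM, 98.6 times) and Hspa1b (1211 CPM, 84.5 times), which are near-identical copies, by the chemokine Cxcl2 (385 CPM, 43.2 times) and by the neutrophil surface gene Cd177 (77.2 CPM, 42.9 times). Day 3 peaks were smaller, namely Spp1 (3.26 times, 3.03–3.50), Birc5 (2.74), the platelet chemokine Pf4 (1438 CPM, 2.64), the capillary lipase anchor Gpihbp1 (224 CPM, 2.41) and the replication helicase Mcm3 (57.8 CPM, 2.38). Day 5 peaks were the fast-muscle light chain Mylpf (144 CPM, 55.8 times, 15.3–463), slow troponin Tnni1 (52.3 CPM, 26.2 times), the atrial and embryonic light chain Myl4 (112 CPM, 9.77 times), the interferon-induced chemokine Cxcl10 (179.6 CPM, 6.98 times) and Ifit1 (70.7 CPM, 3.97 times). Day 7 peaks were the cartilage matrix protein Comp (635 CPM, 34.6 times, 26.0–47.2), aggrecan Acan (107 CPM, 24.9 times), matrilin Matn4 (60.1 CPM, 15.4 times), the carboxypeptidase-like Cpxm2 (53.4 CPM, 13.8 times) and elastin Eln (2634 CPM, 7.19 times).

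A straight line in day over the 4 myocyte-poor sums asked which genes moved steadily. It called 184 rising and 109 falling genes of 11940, on 2 residual degrees of freedom. Rising most steeply were Comp (log2 2.22 ± 0.14 per day, adjusted p = 0.0031), Matn4 (1.90 ± 0.15) and Acan (1.82 ± 0.29), then the collagen-associated C1qtnf3 (1.80 ± 0.31), fibromodulin Fmod (1.65 ± 0.24), the Wnt modulator Sfrp2 (1.36 ± 0.18), Col8a2 (1.33 ± 0.16) and the interstitial matrix gene Cilp (1.30 ± 0.25). Comp, Matn4, C1qtnf3, Sfrp2 and Cilp had 0 UMIs at day 1, so the size of their slopes rests on the small count added by the fit. Falling most steeply were the activating receptor Tarm1 (−1.72 ± 0.13, adjusted p = 0.0044), Cxcl3 (−1.67 ± 0.15), Cxcr2 (−1.45 ± 0.20), the secreted peptidase-inhibitor relative Wfdc21 (−1.33 ± 0.13), Chil3 (−1.28 ± 0.14), the platelet chemokine Ppbp (−1.23 ± 0.20), the stefin Stfa2l1 (−1.19 ± 0.15) and S100a8 (−1.16 ± 0.15). DESeq2 gave 358 and 300 genes. Grouping days 1 and 3 against 5 and 7 called 0 and 0 at the adjusted threshold, with 919 and 614 at unadjusted p below 0.05. Without the day 1 section 904 genes rose and 1039 fell, and without day 3 the counts were 665 and 613. A fit without a section rests on 1 heart fewer and has fewer residual degrees of freedom. Such counts, here and below, are therefore less firm than those of the main fit.

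Among the lists, 10 of 12 neutrophil genes fell with day (12 when adjusted over the list alone), as did 2 of 7 early macrophage genes (5 over the list alone) and 3 of 10 proinflammatory genes (10 over the list alone). Leaving out day 1, 3, 5 or 7 gave 6, 4, 3 and 3 falling early macrophage genes and 6, 9, 7 and 6 falling proinflammatory genes. 3 of 4 matrifibrocyte genes rose (4 over the list alone), with 3 of 13 myofibroblast genes (8), 2 of 13 extracellular matrix genes (12) and 2 of 11 fibroblast genes (7). With the same sections left out in turn, 7, 10, 7 and 8 myofibroblast, 10, 12, 4 and 8 matrix and 8, 6, 2 and 4 fibroblast genes rose, so these counts depended on single hearts. Of 15 general macrophage genes 0 rose and 1 fell (0 and 3 over the list alone). Of 8 late macrophage genes 0 passed (2 rose over the list alone). No list passed the rotation test (lowest adjusted p = 0.0784), and the lowest with an estimated correlation was 0.349. No proliferation gene passed, and their levels peaked at day 3. In the less firm fit without day 1, 13 of 14 fell.

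The difference between zones itself moved with day for 310 genes that rose and 307 that fell, of 13263, on 2 residual degrees of freedom. Because both zones lie on the same section, anything that acts evenly on a section cancels in this test. Comp (log2 1.17 ± 0.14 per day, adjusted p = 0.0026) and Eln (0.78 ± 0.12, adjusted p = 0.0055) gained difference toward myocyte-poor spots, and Eln stood at 15.4, 32.2, 366 and 2634 CPM there against 12.8, 24.3, 38.8 and 164 in myocyte-rich spots. The tendon regulator Scx (0.78 ± 0.12), the matrix genes Fbln1 (0.74 ± 0.08) and Adamtsl2 (0.74 ± 0.10), the sugar-adding enzyme Gxylt2 (0.74 ± 0.13) and Cilp (0.70 ± 0.13) behaved alike. Cpxm2 (1.00 ± 0.21) did so only while the day 7 section was included, and stood at −0.23 without it. Mitotic Ccna2 (−0.86 ± 0.11, adjusted p = 0.0036) and the replication clamp partner Pclaf (−0.80 ± 0.12), the chemokines Ppbp (−0.84 ± 0.12) and Ccl24 (−0.81 ± 0.13), the globins Hbb-bs (−0.81 ± 0.11) and Hba-a1 (−0.78 ± 0.12), the stretch-responsive Ankrd2 (−0.79 ± 0.18) and Hspa1a (−0.76 ± 0.16) had differences that fell with day. For Hspa1a this rested on day 1, since its slope was 0.07 without that section and its level was still higher in myocyte-poor spots at day 7 (13.5 against 3.62 CPM). DESeq2 gave 152 and 228 genes. Without the day 1 section the counts were 514 and 497, and without day 3 they were 311 and 556.

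Of 13 extracellular matrix genes 10 gained zone difference with day (12 when adjusted over the list alone, 4 without day 1), with 5 of 11 fibroblast genes (8) and 3 of 13 myofibroblast genes (7, and 7 without day 7). Of 14 proliferation genes 8 lost it (13 over the list alone), but 13 did without day 1, 1 without day 3 and 2 without day 7. All 5 erythrocyte genes, 6 of 12 glycolysis and hypoxia genes (9 over the list alone, 3 without day 1), 3 of 12 neutrophil genes (8) and 3 of 10 proinflammatory genes (9) lost it as well. Leaving out day 1, 3, 5 or 7 gave 3, 6, 5 and 4 neutrophil genes and 2, 7, 7 and 4 proinflammatory genes. The rotation test in 1 direction passed for none (lowest adjusted p = 0.116), and the lowest with an estimated correlation was 0.404.

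Clustering each section alone gave 9, 10, 8 and 8 groups of spots at days 1, 3, 5 and 7, which are regions rather than cell types. Day 1 had 2 groups made mostly of myocyte-poor spots, cluster 7 (169 spots, 81.1% myocyte-poor) led by Hspa1b, Hspa1a and Il6, and cluster 8 (158 spots, 88.0%) led by Arg1, Cxcl3 and Spp1. At day 3 cluster 5 (199 spots) was led by Spp1, Gpnmb and Lgals3 and cluster 7 (132 spots) by S100a8 and Ppbp, and all their spots were myocyte-poor. At day 5 cluster 7 (98 spots, 99.0%) was led by Gpnmb and Spp1. At day 7 cluster 3 (254 spots, all myocyte-poor) was led by Acan, Spp1 and Sfrp2. A group led by the atrial peptide Nppa and the stress gene Sprr1a appeared at days 3, 5 and 7, with 67.3, 19.6 and 61.6% myocyte-poor spots. Cluster 10 of day 3 (61 spots) was led by Saa3, C3 and the mesothelial genes Dmkn, Krt19, Upk3b and Msln. At resolution 0.4 the groups numbered 7, 6, 6 and 5, and at 1.2 they numbered 11, 12, 10 and 12.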

Values the study reported

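The study quoted 4 or 5 clusters for each of its sections, computed with Seurat 3.2.0 and 15 principal components, and mapped its single-cell types onto the spots with SPOTlight 0.1.7. A figure caption of the study gives 1803, 1916, 1870 and 1973 spots for days 1, 3, 5 and 7. Its methods give permeabilisation times of 30, 6, 18 and 12 minutes for these days. Average sequencing depth was stated as 90,805 reads per spot, or 88,083, 94,479, 105,089 and 75,568 by section.

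By deconvolution the study placed neutrophils at 41.2% at day 1 and at 18.7, 10.6 and 9.5% at days 3, 5 and 7. Macrophages averaged 18.8% at days 5 and 7. The text described B and T cells as scattered and rare, and its resident macrophage group marked by Lyve1 as scattered at every time.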

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

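Differences between zones did not keep the same size over time, which is the reason to read the pooled zone values with care. The zone difference rose with day for 310 genes and fell for 307. Several genes with the largest pooled zone rise lost part of it with day, namely Il1b (log2 −0.37 per day), Arg1 (−0.44), S100a8 (−0.40) and Slfn1 (−0.49), and so did Chil3 (−0.52). Comp (1.17), Sfrp2 (0.52), Cilp (0.70), Cpxm2 (1.00), Eln (0.78), Scx (0.78), Fbln1 (0.74), Adamtsl2 (0.74) and Gxylt2 (0.74) gained. Ccna2 (−0.86), Ppbp (−0.84), Ccl24 (−0.81), Hbb-bs (−0.81), Pclaf (−0.80), Ankrd2 (−0.79), Hba-a1 (−0.78) and Hspa1a (−0.76) lost. Among the 12 distinct orders of the days the real order gave 617 genes and the highest other order gave 8. Only 1 of the 12 orders, the real one, reached that number, and 12 are too few for a share under 0.05.

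The check on handling of the whole section was chosen after the heat shock values were seen. Hspa1a and Hspa1b together stood at 2537 CPM in day 1 myocyte-poor spots, 91.3 times (76.3–110.1) the next highest day. If handling had acted alike on the whole section, its myocyte-rich spots should have shared the excess in full. There the ratio was 5.08 (4.04–6.44), so the excess of the myocyte-poor spots was 18.0 times larger. Handling that acts evenly was therefore not enough, but handling that acts more strongly on 1 zone could not be excluded. Low depth alone was not enough either. The limit of 5000 UMIs was added after the data were seen and kept 122 of 302 day 1 myocyte-poor spots. In those the pair still stood at 1185 CPM, 36.1 times (31.5–41.5) the myocyte-rich level. That was below the 2537 CPM of all day 1 myocyte-poor spots, so the level was higher in the shallower spots. Hypoxic or dying tissue in this 1 heart was not tested as a cause.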

How the results depend on the processing

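Counts of genes and ratios between days moved with several settings, and except where a reason is given the cause was not tested. With library totals in place of TMM, genes higher in myocyte-poor spots numbered 7022 and genes lower 1825, because the scaling moves every gene, and 325 genes rose with day. The endothelial median turned to 0.23. After thinning the sums, 2099 were higher and 2023 lower, and 165 fell with day. DESeq2 gave 358 rising and 300 falling genes, and 152 whose zone difference rose. All spots gave 68 and 11, no low-count filter 507 and 355, and the early against late grouping 0 and 0, and the cause was not tested. Count splitting gave 196 and 188 genes whose zone difference rose or fell. Leaving out each section in turn gave 2269 to 3751 higher genes in the zone test, 256 to 904 rising and 159 to 1039 falling genes, and 278 to 514 and 245 to 556 genes for the zone difference. Cpxm2 in the zone by day test ranged from −0.23 to 1.24 and Hspa1a from −1.49 to 0.0673, and the cause was not tested.

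With all UMIs as the denominator the ratio between days was 31.9 for the neutrophil list (day 1 over 7), 5.54 for general macrophages (day 5 over 1), 10.3 for late macrophages (day 7 over 1), 56.7 for matrix (day 7 over 1) and 8.97 for interferon (day 5 over 1), because mitochondrial transcripts were so abundant at day 1. The mean of spots gave 78.2, 3.23 and 5.77 for the neutrophil, general and late macrophage lists. Zones from clusters gave 78.5, 3.38 and 4.69 for these lists and 6.08 for interferon. All spots gave 25.6, 2.75 and, for matrix, 12.97. Without the member with the most UMIs the values were 55.2 for neutrophil, 2.69 for general macrophage, 1.78 for late macrophage and 21.8 for matrix genes. For the neutrophil list limits of 0.4 and 0.85 gave 83.4 and spots of at least 5000 UMIs 48.4. The Trem2 ratio was 11.98 per Cd68 UMI and 1.01 per complement C1q UMI. Clusters numbered 6 at day 3 and 5 at day 7 at resolution 0.4, and 6 at day 3 after log-normalization.

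Of the named genes, 320 zone values kept direction and threshold. Of slope values 141 did and 26 were weaker, 16 of them in the early against late grouping. Of zone by day values 130 did, 11 were weaker and 2 reversed. Of list values in the zone test 473 stayed, 68 moved and 1 reversed. A list counted as reversed only where its rotation test passed, so the sign changes of the glycolysis and myocyte stress medians were not counted.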

Other observations

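Red cell genes were higher in myocyte-poor spots at days 1 and 3 and in myocyte-rich spots at days 5 and 7, each day being another heart. The 5 haemoglobin-related genes stood at 6596 (6416–6779), 5991, 1089.5 and 2424 CPM in myocyte-poor spots and at 701, 1255, 2371 and 4519 CPM in myocyte-rich spots, so the ratio between zones was 9.41, 4.77, 0.460 and 0.536. Hbb-bs was the member with the most UMIs, at 3662, 3205, 627 and 1196 CPM in myocyte-poor spots. None of the 5 genes passed the zone test over all days, while all 5 lost zone difference with day, although the list's rotation test for that change gave adjusted p = 0.206. Groups of myocyte-rich or intermediate spots led by haemoglobin genes stood at 14113, 23606, 14181 and 25934 CPM in the 4 sections and held 41, 65, 182 and 160 spots. Myocyte-poor groups were also high, at 13204 CPM in cluster 7 of day 1 (81.1% myocyte-poor) and 29833 CPM in cluster 7 of day 3 (all myocyte-poor). Blood in or under the tissue was not tested as a source.

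Glycolysis and folding-stress genes were highest at day 1. The glycolysis and hypoxia list stood at 5896, 3121, 2146 and 1936 CPM in myocyte-poor spots, and between 2467 and 2960.2 CPM in myocyte-rich spots. These sums cover 11 of its 12 members, because a symbol that does not occur exactly once was left out of summed levels. Genes of the endoplasmic reticulum stress response stood at 2604, 848, 713 and 635 CPM in myocyte-poor spots and were also highest at day 1 in myocyte-rich spots (1243, 359, 404 and 573 CPM). Their chief member, the chaperone Hspa5, was 1971 CPM at day 1 and 461 at day 3. The atrial peptide Nppa was 750.2, 5849, 4539.7 and 17008 CPM in myocyte-poor spots against 892, 975, 2096 and 3006 CPM in myocyte-rich spots. The summed stress list was 1.40, 1.84, 1.44 and 2.12 times its myocyte-rich level, while only 2 of 11 members passed the zone test, both lower. The sum uses library totals and the test TMM scaling. With library totals alone the list's median log2 was 0.43, with 3 members higher and 1 lower, the same sign as the sum. On that scale the median of all tested genes was itself 1.21, 1.59, 1.45 and 1.53 times its myocyte-rich level.

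Small cell groups were near the counting limit. B cell genes stood at 19.3 (10.8–31.8), 42.8, 32.8 and 46.2 CPM in myocyte-poor spots and at 5.94, 12.6, 11.4 and 20.9 CPM in myocyte-rich spots. T cell genes stood at 14.2 (7.07–25.3), 14.0, 21.9 and 23.9 CPM against 2.08, 2.61, 3.11 and 5.07. Natural killer genes had 0 UMIs at day 1 (upper limit 4.75 CPM) and reached 11.5 CPM (8.62–15.05) at day 7. Plasma cell genes were at most 6.08 CPM and fat cell genes at most 1.30 CPM in myocyte-poor spots. Mast cell genes stood at 12.9, 10.8, 16.4 and 8.68 CPM, Schwann cell genes at 25.7, 13.4, 8.98 and 13.03 CPM, and mesothelial genes of the epicardium at 14.2, 58.4, 96.4 and 46.2 CPM. Lymphatic genes, summed over 4 of 5 members, stood at 23.2, 23.8, 46.5 and 87.3 CPM. Their median zone difference was 0.85 and the mean 0.24, with 1 of 5 tested genes higher and 1 lower. The rotation test in 1 direction did not pass (adjusted p = 0.952), while the rotation test for changes in either direction did (adjusted p = 0.00377). The members thus differed in direction.

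Arg1 was highest at day 1 relative to macrophage genes, and Trem2 was lowest then by the same measure. Per 100 UMIs of the general macrophage list Arg1 gave 36.7 (33.9–39.7), 3.94, 1.15 and 0.548 (0.467–0.639), while Trem2 gave 0.470, 2.10, 1.89 and 2.38. Per 100 UMIs of C1qa, C1qb and C1qc Trem2 gave 6.29 (3.08–11.5), 8.15, 7.22 and 6.37 in these spots, and 1.91, 6.43, 5.09 and 5.08 over all spots, so the size of its increase depended on the measure. Ccr2 gave 6.76, 0.959, 0.678 and 0.756, Chil3 11.9, 1.22, 0.0691 and 0.0435, and Apoe 13.6, 26.9, 51.2 and 99.9. Hmox1 gave 11.6, 7.10, 1.49 and 1.55. Neutrophils and fibroblasts also express some of these genes, and which cells carried them was not tested.

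The interferon excess at day 5 held outside its brightest group of spots. A cluster of 10 spots, 9 of them myocyte-rich, stood at 2751 CPM and held 344 UMIs of the list, or 2.82% of the section's total. Without those 10 spots the myocyte-rich level at day 5 was 275 CPM (268–283), still 1.28 times (1.22–1.34) day 7, so that group alone could not explain the excess. In both zones the median member ranked at percentile 100 of the random lists between days 5 and 1. A shift of all genes alike by scaling or depth could therefore not explain the day 5 to day 1 difference. The smaller ratio to day 7 was not weighed in this way. Effects of depth or permeabilisation that differ between genes could not be excluded. Whether infection, timing or this 1 heart lay behind it was not tested.

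Skeletal-type muscle genes were highest at day 5. Adult fast-fibre genes reached 125 CPM at day 5 in myocyte-poor spots, 0.867 of the Mylpf level, which left stray adult muscle undecided. Genes of immature or denervated muscle, such as Myh3 (41.8 CPM), Myog (28.1), Chrna1 (19.5), Mymk (18.7) and Myh8 (18.7), summed to 164 CPM, 7.96 times the highest other day. The 10 richest spots held 63.9% of the 527 Mylpf UMIs, which were spread over 147 spots, and a small piece of regenerating chest-wall muscle is a possible explanation that the counts left undecided. Section images were not used here.

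Relabelling was added after the results were seen, except for the orders of the days in the zone by day test. Among 35 splits of the 8 sums the real zones gave 5158 genes without the block and every other split gave 0, so 1 of 35 was as large. Among 8 swaps within sections the real one gave 6952 and the others 0. Among 12 orders of the days the slope gave 293 in the real order and at most 54 in another. The sets of 8 and 12 are too small for a share under 0.05. The 35 splits ignore the pairing of zones within sections. The zones were also set from these same counts, and any other split leaves their difference in the error. The 35 splits and 8 swaps therefore cannot weigh chance.

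Clusters numbered 9, 10, 8 and 8 here at the default resolution. The study quoted lower numbers, and other software versions were in use. The spot totals of 1813, 1910, 1691 and 1981 also differ from those in a caption of the study. Its proportions by deconvolution refer to cells in the infarcted area and are not the same measure as CPM of a list, so they were not compared with values here. The study described cells marked by Lyve1 as scattered. Lyve1 did not pass the zone test here (adjusted p = 0.1), while Cbr2 (−1.33), Cd163 (−1.67) and Timd4 (−2.18) were lower in myocyte-poor spots and Folr2 (0.06) and F13a1 (0.51) did not pass. The study gives all of these as markers of the same cells, so its description was left open.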
